A study of Mus musculus with 4 samples. Its data were reported in "Hox-dependent coordination of mouse cardiac progenitor cell patterning and differentiation" (2020).

How the data were processed

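RNA-seq had been performed on the SHF region microdissected from E8.5 mouse embryos, with 2 libraries of wild-type (WT) and 2 of Hoxb1 mutant (Hoxb1Mu) embryos. Per the methods of the study, each library held RNA pooled from several embryos, and per the labels complementary DNA was amplified from a small amount of total RNA with random and poly-T primers before library preparation with the Ovation Ultralow kit, where the methods of the study name an Illumina TruSeq kit. Groups and replicate numbers were taken from the genotype labels. All 4 libraries were used, and no batch, litter or date is labelled.

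Per the submitters' processing notes, base calls were converted with bcl2fastq 2.17.1.14, reads were aligned to mm10 with STAR 2.5.2, and values were made with R 3.3.4 and DESeq2. Reads per gene were counted with HTSeq, and per the methods of the study genes without expression were removed. The methods of the study also describe another path for RNA of these embryos, with RSEM on an Ensembl annotation and edgeR, and the annotation release behind the deposited values is not known, nor whether counting was by strand. The deposited table gives, for each listed gene, a normalised signal per library, which the authors made by dividing read counts by a size factor for each library, and the mean signal over the 4 libraries. The authors' log2 column holds the log2 fold change of Hoxb1Mu over WT, shrunken toward 0, and their score column holds the Wald statistic of DESeq2. The p-value columns the authors deposited hold the Wald p-value and its Benjamini-Hochberg adjustment over all listed genes. The symbols of 13 genes had been turned into dates by a spreadsheet program, so these genes were tested but not named.

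Every normalised value was checked to be a whole multiple of a library's own step (tolerance 0.001 of a read, 100% of values), which gave back whole read counts. The depth of reads outside these genes is unknown. Amplified reads carried no molecular identifiers, so reads are not independent molecules.

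The test fixed before the data were examined was limma-trend (limma 3.58.1 in R 4.3.3) on log2 of the normalised value plus a pseudocount of 1, without covariates. It covered the 15760 genes with a mean of at least 10, leaving out 43, and used a Benjamini-Hochberg adjusted p under 0.05. Because whole reads could be recovered, DESeq2 1.42.0 and the edgeR 4.0.16 quasi-likelihood test with TMM factors were run on them as the alternatives set in advance. edgeR covered the 15732 genes that its own filter kept, and DESeq2 the genes that passed the same mean as for limma. The DESeq2 fit left 3972 of the genes without an adjusted p through its filter on low counts. All tests were 2-sided. Chromosomes and positions came from GENCODE vM21 on mm10, matched by symbol for 15317 genes (97.2%).

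All tools were tested on simulated data in which 67 genes were changed by 1.5-fold, 67 by 2-fold and 66 by 4-fold in a design of the same size. limma recovered 65.7%, 83.6% and 97.0% of these, DESeq2 74.6%, 83.6% and 100%, and edgeR 64.2%, 80.6% and 97.0%. Genes left unchanged made up 13.7%, 16.9% and 12.5% of the calls of limma, DESeq2 and edgeR. The changed genes all had a mean of at least 100, and each gene was drawn independently, so shifts shared by many genes were not simulated. limma made 190 calls in the simulated data and 0 in the libraries here, so these rates need not hold for the libraries.

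A total of 29 gene lists were fixed before the data were examined: cardiomyocyte and epithelial genes (each split into genes that the study named for these libraries and others), cardiac progenitor transcription factors, anterior and posterior SHF, Hoxb cluster and other Hox genes, retinoic acid pathway, FGF, BMP, WNT and hedgehog targets, neural crest, neural tube, yolk sac endoderm, foregut endoderm, surface ectoderm, endothelium, primitive red blood cells, somites, epiblast to tail bud, mitochondrially encoded mRNAs, immediate early, hypoxia, proliferation, p53 and sex-linked genes. They were drawn up from general knowledge after reading the paper, and the cardiac, epithelial, SHF and neural crest lists hold genes that the study named or showed for these libraries. Of 350 list genes, 19 were not analysed here. Each of the 28 lists with at least 5 tested genes was tested with camera of limma (preset correlation 0.01), with Benjamini-Hochberg adjustment over these lists. The same test was repeated with a correlation estimated for each list, and fry of limma was run beside it. With the preset correlation 12 lists passed (8 higher, 4 lower), and with an estimated correlation 0 (smallest adjusted p 0.504). An estimated correlation also ties the degrees of freedom of camera to the 4 libraries, so few lists could pass. The study's cardiomyocyte list had an estimated correlation of 0.0129, close to the preset, and its unadjusted camera p went from 1.40e-07 to 0.0347. For this list, a failure with an estimated correlation therefore does not show that correlation between genes accounts for the result. The other lists that passed had higher estimates, except other Hox genes (-0.062). Among them were 0.975 (yolk sac), 0.668 (mitochondrially encoded), 0.352 (other cardiomyocyte) and 0.346 (FGF). For lists with estimates this high, p-values from the preset correlation can be too small. fry passed 0 (smallest adjusted p 0.0694).

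Genes were named by a rule fixed in advance: Hoxb1; the 12 called genes with the largest increase and the 12 with the largest decrease among those with a mean of at least 100 and both Hoxb1Mu libraries on the same side of both WT libraries, without unnamed gene models; the genes the study named for this comparison; up to 4 called members of each list, or where none was called the 2 with the highest mean; and a set of SHF genes, among them Tbx5, Osr1, Tbx1, Fgf10, Fgf8, Isl1 and Nkx2-5. Since limma called no gene, the parts that rest on calls were also applied to the DESeq2 calls, a step chosen after seeing the data. Some genes the rule took are not reported here, although they stayed in every test and list, and 117 remained.

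The alternatives fixed in advance were pseudocounts of 0.5 and 5, no minimum mean and a mean of at least 50, TMM factors, quantile normalisation and equal totals without mitochondrial and ribosomal RNA genes, limma without the trend and with robust fitting, DESeq2, edgeR, leaving out each library in turn, stricter thresholds, the authors' deposited adjusted p, and lists without shared members. Alternatives for the DESeq2 counts were added after seeing the data: an adjusted p under 0.01, a prior on fold changes, no filter on low counts, no X or Y chromosome genes, and each library left out. In a fit without 1 library the remaining library of that group was assumed to vary like the other group.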

Results

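RNA-seq was carried out on the second heart field (SHF) region microdissected from E8.5 mouse embryos. The SHF is the population of cardiac progenitor cells in splanchnic mesoderm that adds cells to both poles of the heart tube. Of the 4 libraries, 2 came from wild-type (WT) embryos and 2 from Hoxb1 mutant (Hoxb1Mu) embryos, in which this homeobox gene of the posterior SHF and hindbrain is inactivated. The comparison asks which genes change expression in the SHF region when Hoxb1 is lost. Reads assigned to the listed genes came to 31331595 in WT 1, 34244827 in WT 2, 31711309 in Hoxb1Mu 1 and 34383760 in Hoxb1Mu 2. The 2 WT libraries differed by 8.43 times the variance that read counting alone gives, and the 2 Hoxb1Mu libraries by 12.1 times. Libraries of a group therefore differed by more than read counting gives. Amplification may add to this, as reads are not independent molecules. Values below are normalised counts given as mean ± SD over 2 libraries, or log2 fold changes of Hoxb1Mu over WT ± SE from limma, unless stated otherwise. The methods of the study describe RNA pooled from several embryos for each library. The sex-linked genes, given below, put this in question, so whether the tests measure the spread between pools or between single embryos is uncertain.

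Hoxb1 (chromosome 11, 96365752 to 96368256, mm10) was lower in both Hoxb1Mu libraries. It had 682 and 617 normalised counts in the WT libraries and 137 and 167 in the Hoxb1Mu libraries. The log2 fold change was -2.09 ± 0.14, or 4.26-fold lower. Its limma adjusted p of 0.0806 missed the threshold of 0.05, while DESeq2 on the recovered reads gave an adjusted p of 2.73e-21. In limma fits without 1 library the adjusted p was 0.369 without WT 1, 0.419 without WT 2, 2.57e-04 without Hoxb1Mu 1 and 0.00118 without Hoxb1Mu 2, each with a single library in 1 group. Of its Hoxb cluster neighbours, Hoxb2 had 203 ± 15.7 normalised counts in WT and 218 ± 10.8 in Hoxb1Mu, and Hoxb4 had 187 ± 13.2 and 184 ± 24.1. The 8 other Hoxb genes had a median log2 fold change of 0.0093 (camera adjusted p = 0.860, 0.880 with an estimated correlation), and none was called by limma or DESeq2, which gave 4 of them no adjusted p. They ranged from -0.70 to 2.04, and adjusted over the list alone 1 passed as higher and 1 as lower with limma. Camera placed this list on the lower side and its median lay on the higher side.

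Both cardiomyocyte lists and the neural crest list were higher in Hoxb1Mu with the preset correlation of camera. The list of other epithelial genes and the yolk sac and mitochondrially encoded lists were lower. None of these lists passed with an estimated correlation, which with 4 libraries leaves camera few degrees of freedom. Across 15760 tested genes, limma called 0 at an adjusted p under 0.05 (smallest 0.0806), with 2935 at an unadjusted p under 0.05. The edgeR quasi-likelihood test also called 0 (smallest adjusted p 0.0594, 2874 unadjusted). DESeq2 called 556 genes, 237 higher and 319 lower in Hoxb1Mu. All 556 had both Hoxb1Mu libraries on the same side of both WT libraries, as had 53.5% of all tested genes, where chance gives 33.3%. The changes were small: the median log2 fold change was 0.42 for the genes called higher and -0.40 for those called lower. In the authors' deposited table, 1045 genes passed the same threshold (446 higher, 599 lower) and 540 passed 0.01 (248 higher, 292 lower). At 0.05, 521 of the DESeq2 calls were among the authors' calls, each in the same direction.

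In each of the 4 fits without 1 library, all 556 genes kept their direction, as they would with both Hoxb1Mu libraries apart from both WT libraries. Fewer libraries also give a poorer estimate of the spread, so a lost call does not by itself show that it rested on that library. The number of genes that DESeq2 called changed with the library left out. Without WT 1 it called 92 genes and without WT 2 71. Without Hoxb1Mu 1 it called 589, of which 274 were among the 556, and without Hoxb1Mu 2 118. Of the 556, 25 were called in every one of these 4 fits (16 higher, 9 lower). Among the genes named here these were Myl2, Actn2, Sox10, Ngfr and Pdk1 on the higher side and mt-Co1, mt-Cytb, mt-Nd1 and mt-Nd4 on the lower side. Without WT 2, DESeq2's filter on low counts left 85 of the 556 without an adjusted p, so these were not tested in that fit. Of them, Hoxb1, Lefty2 and Msx3 were called in all 3 other fits. Of the genes called lower with all libraries, 80.9% were lower in Hoxb1Mu 2 than in Hoxb1Mu 1, against 29.1% of those called higher and 50.4% of all tested genes. With limma, 884 genes passed without Hoxb1Mu 1, 44 without Hoxb1Mu 2 and 0 without either WT library.

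Among named genes with a mean of at least 100 normalised counts, the 12 DESeq2 calls with the largest increases included neural crest, dorsal neural tube and contractile genes. They were Ngfr, mt-Ta, Msx3, Cyp26b1, mt-Tc, Zic1, Myl2, Myh7, Sox10, Lonrf2, Tlx1 and Foxl2os, with log2 fold changes from 1.01 to 1.45. Tlx1, a homeobox gene, had 93.2 ± 4.16 normalised counts in WT and 196 ± 3.21 in Hoxb1Mu. DESeq2 called neither Tlx1 nor Lonrf2 in the 3 fits without 1 library that tested them (not without WT 2), and called mt-Ta, mt-Tc and Foxl2os in that without Hoxb1Mu 1 alone of those 3. The mitochondrial transfer RNAs mt-Ta and mt-Tc are read from the strand opposite to mt-Co1, mt-Cytb, mt-Nd1 and mt-Nd4. Foxl2os is an antisense transcript, and whether counting was by strand is not known. The 12 largest decreases were Lefty2, Hoxb1, Rsad1, Pdzd3, Sardh, Fmo4, Klb, Sod3, Kmo, Slco4c1, Prlr and Pou5f1, from -3.07 to -1.28. Lefty2 (chromosome 1, 180893108 to 180899103), a secreted Nodal antagonist, had 464 ± 83.1 normalised counts in WT and 59.4 ± 36.1 in Hoxb1Mu (DESeq2 adjusted p = 7.80e-12). In 8 of these 12, among them the FGF co-receptor Klb and the prolactin receptor Prlr, Hoxb1Mu 2 was lower than Hoxb1Mu 1. The yolk sac endoderm genes, given below, differed in the same way, with a list mean relative to WT of -0.57 in Hoxb1Mu 1 and -1.75 in Hoxb1Mu 2. Whether the decreases of these 8 genes follow yolk sac content was not tested. Klb had 319 normalised counts in Hoxb1Mu 1 and 168 in Hoxb1Mu 2, against 604 ± 118 in WT, and DESeq2 called it in the fit without Hoxb1Mu 1 (adjusted p = 1.97e-08) and not without Hoxb1Mu 2 (0.0778). Its limma log2 fold change was -0.90 without Hoxb1Mu 2, and those of Sod3, Prlr and Slco4c1 were -0.83, -0.79 and -0.87. The log2 fold change of Pdzd3 was also smaller by more than 1.5 times in this fit, with 123 normalised counts in Hoxb1Mu 1 and 54.7 in Hoxb1Mu 2, against 252 ± 63.0 in WT.

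Genes of the contractile apparatus were higher in Hoxb1Mu. Myh7 (chromosome 14, 54970684 to 54994626), which encodes the slow myosin heavy chain, had 4376 ± 94.7 normalised counts in WT and 10074 ± 1937 in Hoxb1Mu, 2.28-fold more (DESeq2 adjusted p = 4.93e-07). Myl2 (chromosome 5, 122100951 to 122113472), the ventricular regulatory light chain, had 432 ± 122 and 969 ± 102 (9.04e-06), and Actn2, which encodes alpha-actinin of the Z-disc, 865 ± 38.6 and 1578 ± 197 (2.73e-08). The natriuretic peptide gene Nppa had the largest fold at low counts, 8.63 ± 1.32 against 44.9 ± 6.12, and received no DESeq2 adjusted p, as did Nppb (log2 fold change 1.60 ± 0.25). Myl3 and Tnnt2 were higher by 0.39 and 0.25 on the log2 scale. All 7 cardiomyocyte genes named in the text of the study were higher, 7 passed adjusted over the list alone with limma, 0 over all genes, and DESeq2 called 5. The study chose these genes on the same libraries, so this count is not independent evidence. Camera gave an adjusted p of 1.30e-06, or 0.504 with an estimated correlation.

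The 23 other measured cardiomyocyte genes had a median log2 fold change of 0.41, with 22 higher and 1 lower. Adjusted over the list alone, 17 passed with limma, and DESeq2 called 7, all higher, among them the sarcomere genes Myom1 (0.64 ± 0.092), Ttn (0.42 ± 0.066), Mybpc3 (0.41 ± 0.088) and Actc1 (0.37 ± 0.067). The abundant genes Atp2a2 and Tpm1, both also expressed outside cardiomyocytes, had log2 fold changes of 0.078 ± 0.046 and -0.076 ± 0.045 and were not called. The list passed camera (adjusted p = 6.39e-08) but not with an estimated correlation (adjusted p = 0.504). Relative to the WT mean, the mean of these genes was 0.35 in Hoxb1Mu 1 and 0.53 in Hoxb1Mu 2 on the log2 scale. Without Hoxb1Mu 2, DESeq2 no longer called Actc1, Mybpc3, Myom1, Ttn or Tnnt2. Of these, Ttn and Tnnt2 were also not called without WT 1 or without WT 2, and Mybpc3 not without WT 1. Myh7 was not called without WT 2 (0.0530), and Myl3 in none of the 4 fits.

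**Figure D1:**
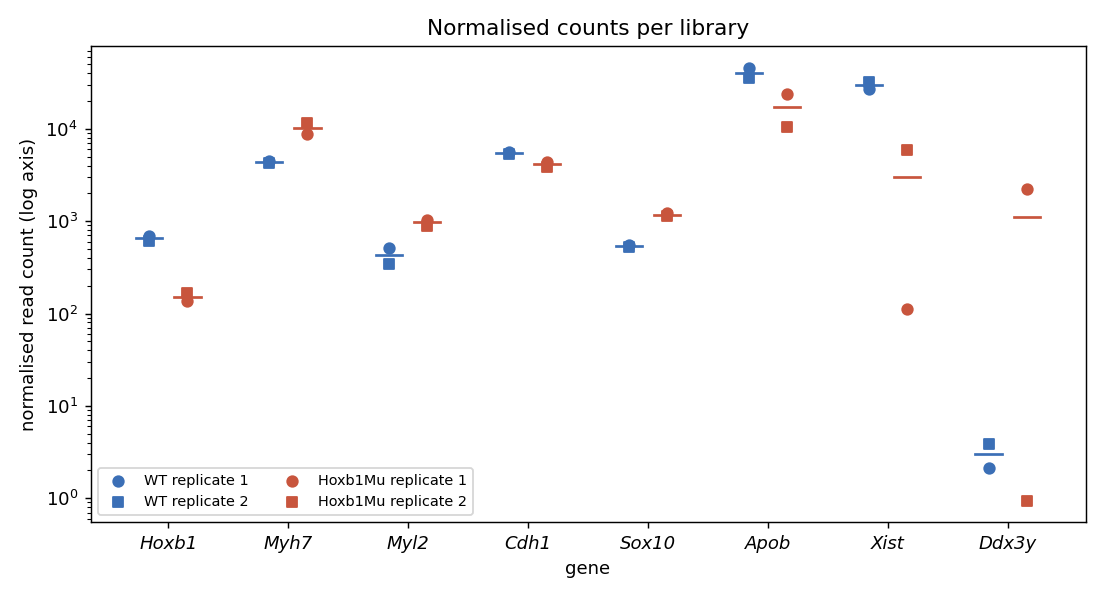
Normalised counts (log axis) of Hoxb1, Myh7, Myl2, Cdh1, Sox10, Apob, Xist and Ddx3y in each WT (blue) and Hoxb1Mu (red) library, with circles for replicate 1, squares for replicate 2 and horizontal lines for group means. Apob lies lowest in Hoxb1Mu 2, at 10523, and Ddx3y is high in Hoxb1Mu 1 alone, at 2205.

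Epithelial genes were lower in Hoxb1Mu. Cdh1 (chromosome 8, 106603351 to 106670246), which encodes E-cadherin, had 5461 ± 219 normalised counts in WT and 4117 ± 420.1 in Hoxb1Mu (log2 fold change -0.41 ± 0.079, DESeq2 adjusted p = 4.77e-04). Llgl2, a regulator of apicobasal polarity, had a log2 fold change of -0.34 ± 0.074 (0.0185), and Lrp5, a WNT co-receptor, had a log2 fold change of -0.20 ± 0.050 and was not called. These 3 genes, which the study named for these libraries and which are not independent evidence, all passed adjusted over the list alone with limma and 0 over all genes. Of 22 other epithelial genes, 19 were lower and 3 higher (median log2 fold change -0.25). Adjusted over the list alone, 12 were lower and 1 higher with limma, and DESeq2 called 4 lower: the membrane protease gene Prss8 (-0.67 ± 0.14), the keratin gene Krt8 (-0.52 ± 0.11) and the claudin genes Cldn7 (-0.50 ± 0.12) and Cldn6 (-0.43 ± 0.10). Krt18 was not called (-0.41 ± 0.12, or -0.23 without Hoxb1Mu 2). The list passed camera (adjusted p = 3.59e-05), but not with an estimated correlation (adjusted p = 0.504).

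Yolk sac endoderm genes were lower in the same libraries. All 18 measured genes of this list were lower, with log2 fold changes between -1.49 and -0.99. Apob, which encodes the main protein of lipoprotein particles, had 45985 and 35341 normalised counts in WT, 23517 in Hoxb1Mu 1 and 10523 in Hoxb1Mu 2. Cubn, an endocytic receptor of absorptive epithelia, had 27715, 24912, 16973 and 8007 in the same order. The list mean relative to WT was -0.57 in Hoxb1Mu 1 and -1.75 in Hoxb1Mu 2 on the log2 scale, so the size of the difference depends on which library is taken. Camera gave an adjusted p of 1.04e-06, or 0.598 with an estimated correlation. Of these genes, 15 passed adjusted over the list alone with limma and DESeq2 called 0. The epithelial list was also lower in Hoxb1Mu 2 (-0.31) than in Hoxb1Mu 1 (-0.19). DESeq2 called Cdh1, Cldn6, Cldn7, Prss8 and Llgl2 without Hoxb1Mu 1 and not without Hoxb1Mu 2. However, Cldn7, Prss8 and Llgl2 were also not called without WT 1 or without WT 2, Cdh1 not without WT 1 and Cldn6 not without WT 2. Krt8 was called without Hoxb1Mu 1 and without Hoxb1Mu 2, but not without WT 1 or without WT 2. Genes of other lists, such as Ttn and Tnnt2, were also called without Hoxb1Mu 1 and not without Hoxb1Mu 2, so this pattern is not particular to epithelial genes. The log2 fold change of Cldn6 was -0.29 without Hoxb1Mu 2.

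**Figure D2:**
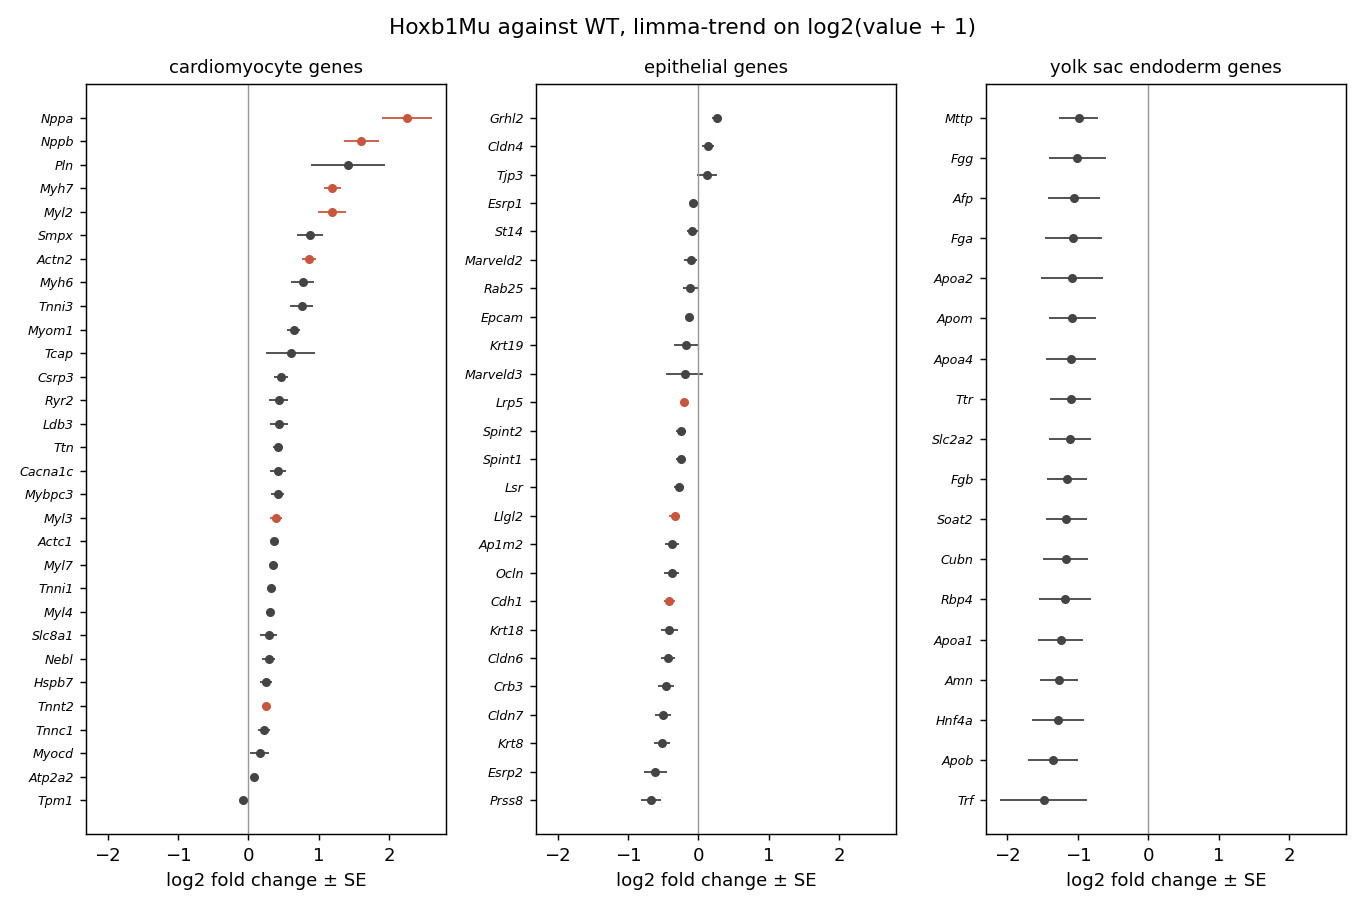
Log2 fold change (Hoxb1Mu over WT, points) with its SE from limma (bars) for each measured cardiomyocyte, epithelial and yolk sac endoderm gene, with genes named in the text of the study in red. The yolk sac genes all lie between -1.49 and -0.99, while the cardiomyocyte genes range from -0.076 to 2.25.

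**Figure D3:**
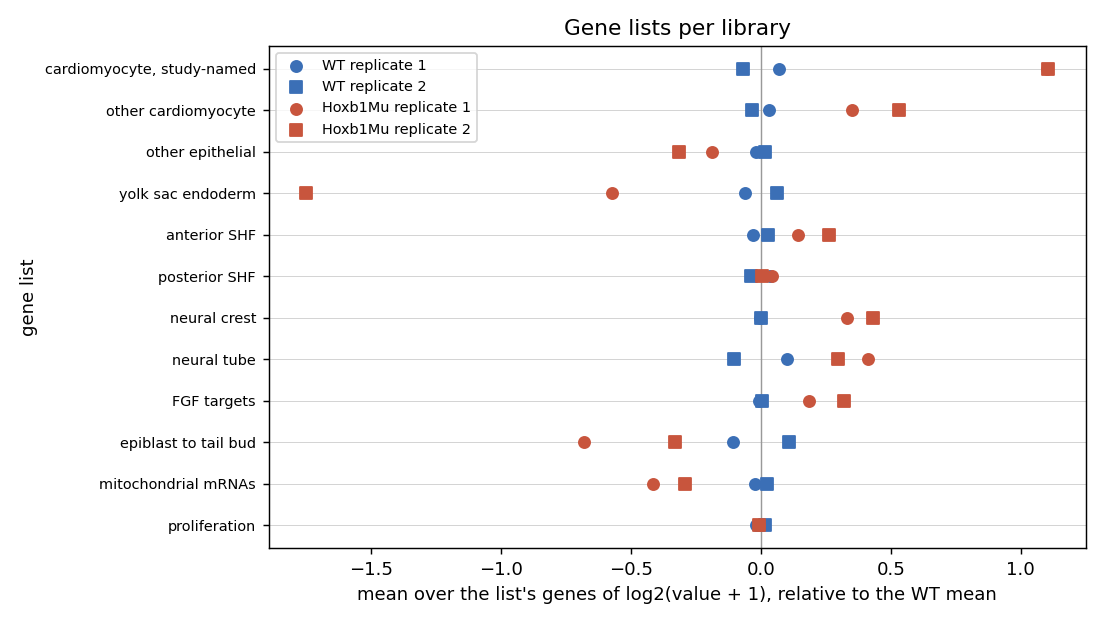
Mean log2 expression (x axis) of gene lists (y axis) in each library relative to the WT mean, WT in blue and Hoxb1Mu in red, with circles for replicate 1 and squares for replicate 2. The study's cardiomyocyte genes lie at 1.10 and 1.11 in the Hoxb1Mu libraries, and the yolk sac endoderm genes at -0.57 and -1.75.

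Genes of the anterior SHF were slightly higher in Hoxb1Mu. Of 12 genes, 11 were higher and 1 lower, with a median log2 fold change of 0.20. DESeq2 calls included Tbx1 (0.50 ± 0.097, adjusted p = 0.0135), a transcription factor gene of pharyngeal mesoderm, although in no fit without 1 library. Adjusted over the list alone, 3 genes passed with limma. Fgf8 and Fgf10, which encode growth factors of the anterior SHF, had log2 fold changes of 0.19 ± 0.11 and 0.12 ± 0.077, and Mef2c had 0.0026 ± 0.098. The list passed camera (adjusted p = 0.00364), but not with an estimated correlation (adjusted p = 0.595), nor without Hoxb1Mu 2 (the median was 0.31 without Hoxb1Mu 1), where the median was 0.098 (adjusted p = 0.0728).

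Genes of the posterior SHF moved both ways. Tbx5 and Osr1, transcription factors of this domain, had log2 fold changes of -0.011 ± 0.12 and 0.048 ± 0.14, and Aldh1a2, which encodes a retinoic acid-synthesising enzyme, had 0.13 ± 0.11. These were not called, and each changed direction without at least 1 library, Tbx5 also with edgeR and with rescaling to equal totals. DESeq2 called the nuclear receptor genes Nr2f1 (0.56 ± 0.11, adjusted p = 0.00180) and Nr2f2 (0.42 ± 0.061, 2.78e-04) higher, and Gata4 (-0.31 ± 0.053, 0.00292) and Bmp4 (-0.37 ± 0.071, 0.0379) lower. Of these 4, Nr2f1 alone was called in any fit without 1 library, that without Hoxb1Mu 2 (adjusted p = 0.00411). Over the 12 genes, 2 passed as higher and 4 as lower adjusted over the list alone with limma. The list did not pass camera (adjusted p = 0.860), and its median (0.028) and the camera direction, lower, differed in sign.

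The cardiac progenitor transcription factors had a median log2 fold change of -0.15 over 12 genes (camera adjusted p = 0.0894, 0.747 with an estimated correlation), and Gata4 alone was called, by DESeq2. Their median was -0.018 without Hoxb1Mu 1 and -0.24 without Hoxb1Mu 2. Isl1 had 788 ± 8.88 normalised counts in WT and 913 ± 181 in Hoxb1Mu, Nkx2-5 1005 ± 34.9 and 967 ± 192, and Tbx20 3598 ± 238 and 3128 ± 395. Camera passed this list as lower without Hoxb1Mu 2 (adjusted p = 5.76e-04) and without WT 1 (0.0322), and gave 0.939 without Hoxb1Mu 1. It also passed with DESeq2 statistics (0.0413) and in edgeR (0.0261). Hox genes outside the Hoxb cluster were higher in 10 of 11 cases, with a median log2 fold change of 0.74 (camera adjusted p = 7.14e-04, 0.504 with an estimated correlation). With a mean of at least 50 the median was 0.45 (adjusted p = 0.0445, where the alternatives ranged from 1.81e-04 to 0.504), and 6 of the 11 had no DESeq2 adjusted p. DESeq2 called Hoxa2 (0.71 ± 0.15) and Hoxd3 (0.88 ± 0.22), neither in the 3 fits without 1 library that tested them (not tested without WT 2; Hoxd3 0.57 without WT 1), and 4 passed adjusted over the list alone with limma.

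Neural crest genes were higher in Hoxb1Mu. Sox10 (chromosome 15, 79154908 to 79165240), a transcription factor of migrating crest cells, had 539 ± 18.6 normalised counts in WT and 1174 ± 69.3 in Hoxb1Mu, 2.17-fold more (DESeq2 adjusted p = 3.06e-14). The neurotrophin receptor gene Ngfr (chromosome 11, 95568818 to 95587735), which lies near Hoxb1, had a log2 fold change of 1.45 ± 0.23 (4.67e-06), and Tfap2b and Ets1 were also called higher by DESeq2, by 0.94 and 0.34 on the log2 scale. Sox9 was not called (0.035 ± 0.098). Of 12 genes, 9 were higher and 3 lower. DESeq2 called 7, all higher, and adjusted over the list alone 7 passed as higher and 1 as lower with limma. The list passed camera (adjusted p = 0.00129) and not with an estimated correlation (adjusted p = 0.504). Sox10 and Ngfr were called in all 4 DESeq2 fits without 1 library, while Tfap2b, which was not tested without WT 2, and Ets1 were called without Hoxb1Mu 1 alone.

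Of 23 neural tube genes, 20 were higher and 3 lower. The dorsal neural tube genes Msx3 and Zic1 had 201 ± 47.7 and 147 ± 61.0 normalised counts in WT and 478 ± 56.0 and 329 ± 65.9 in Hoxb1Mu. Egr2, a transcription factor of the developing hindbrain, Pax3, which neural tube and crest share, and Nes, an intermediate filament gene of neural progenitors, were called by DESeq2 with log2 fold changes of 0.56 ± 0.092, 0.42 ± 0.080 and 0.40 ± 0.091. Sox2 was not (0.0058 ± 0.077). The 23 genes had a median log2 fold change of 0.34, 12 passed adjusted over the list alone with limma, and DESeq2 called 6, all higher. The list passed camera (adjusted p = 2.27e-04), but not with an estimated correlation (adjusted p = 0.504). Zic1, not tested without WT 2, was called without WT 1 alone (DESeq2 adjusted p = 0.0208, with a limma log2 fold change of 0.77 without WT 2), and Egr2 and Pax3 in no DESeq2 fit without 1 library.

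Among FGF targets, DESeq2 called 3 of 10 genes higher and not the other 7. Dusp6 had 2815 ± 27.1 normalised counts in WT and 3671 ± 4.69 in Hoxb1Mu (DESeq2 adjusted p = 1.90e-05), and Spry1 and Spry2 were higher by 0.37 and 0.50 on the log2 scale (0.0158 and 9.87e-04). All 10 targets were higher (median 0.22, camera adjusted p = 3.36e-04, 0.504 with an estimated correlation), and 3 passed adjusted over the list alone with limma. The median was 0.12 without Hoxb1Mu 2, and Dusp6 and Spry2 were called by DESeq2 without Hoxb1Mu 1 alone and Spry1 in no fit without 1 library. Among retinoic acid genes, DESeq2 called the degrading enzymes Cyp26b1 (1.24 ± 0.17, adjusted p = 1.41e-04) and Cyp26c1 (0.34 ± 0.070, 0.0112) and the binding protein gene Crabp1 (0.41 ± 0.11, 0.00280) higher. Of the fits without 1 library, Cyp26b1 was called without Hoxb1Mu 2 (not tested without WT 2), Cyp26c1 without Hoxb1Mu 1, and Crabp1 without WT 1 and without Hoxb1Mu 2. The carrier gene Rbp4, also in the yolk sac list, was lowest in Hoxb1Mu 2 (2425, against 8548 ± 689.5 in WT). The 14 genes moved both ways (median -0.036, camera direction higher, adjusted p = 0.860, 0.880 with an estimated correlation), and 3 passed adjusted over the list alone with limma.

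WNT targets had a median of 0.078 over 9 genes (camera adjusted p = 0.104, 0.611 with an estimated correlation). DESeq2 called the inhibitor gene Apcdd1 (0.56 ± 0.076, adjusted p = 1.79e-05), which kept its call in 3 of the 4 fits without 1 library and lost it without WT 2 (0.132). Axin2 had a log2 fold change of 0.028 ± 0.069 and Nkd1 of 0.25 ± 0.057, and 3 genes passed adjusted over the list alone with limma. This list passed with DESeq2 statistics (0.00301) and in edgeR (0.0127). BMP targets (median -0.076, camera adjusted p = 0.125, 0.747 with an estimated correlation) had no gene called, with Id2 at -0.044 ± 0.046 and Id3 at -0.061 ± 0.053, and camera passed them as lower without Hoxb1Mu 2 (0.0412). Hedgehog targets (-0.025, 0.860 and 0.880) had no gene called either, with Ptch1 at -0.0069 ± 0.065 and Gli1 at 0.20 ± 0.14.

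Of 16 measured genes of the epiblast, gastrulation and tail bud, which are switched off as the embryo matures, 12 were lower and 4 higher. Pou5f1, the pluripotency factor, had 422 ± 28.9 normalised counts in WT and 175 ± 34.1 in Hoxb1Mu (DESeq2 adjusted p = 1.90e-05). DESeq2 called 6 of 16 measured genes, all lower, including Lefty2, Wnt8a (-1.21 ± 0.26), L1td1 (-0.92 ± 0.22) and Dnmt3b (-0.23 ± 0.069). Lin28a was not called (-0.11 ± 0.048). Adjusted over the list alone, 6 passed as lower and 1 as higher with limma. The median was -0.24, and camera gave an adjusted p of 0.00364, 0.595 with an estimated correlation and 0.129 without Hoxb1Mu 1. Without WT 1 the median was -0.43. DESeq2 called Wnt8a, which was not tested without WT 2, and Dnmt3b without Hoxb1Mu 2 alone and L1td1 without Hoxb1Mu 1 alone, and the log2 fold change of L1td1 was -0.59 without Hoxb1Mu 2 and that of Dnmt3b -0.14 without Hoxb1Mu 1.

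The 7 measured mitochondrially encoded mRNAs were all lower in Hoxb1Mu (median -0.34), and 7 passed adjusted over the list alone with limma. mt-Co1, which encodes a subunit of cytochrome c oxidase, had 112711 ± 4389.7 normalised counts in WT and 80628 ± 1031 in Hoxb1Mu (DESeq2 adjusted p = 2.73e-21). DESeq2 called 6 of the 7, with mt-Nd4, mt-Nd1 and mt-Cytb at -0.43 ± 0.056, -0.32 ± 0.038 and -0.31 ± 0.047. The list passed camera (adjusted p = 3.59e-05) and not with an estimated correlation (adjusted p = 0.504). mt-Nd6, on the opposite strand of the mitochondrial genome, was called as well (-0.34 ± 0.076), and of the fits without 1 library in that without Hoxb1Mu 2 alone. Reads of nuclear ribosomal RNA genes also differed with genotype, at 0.0110% and 0.0123% in WT and 0.0208% and 0.0192% in Hoxb1Mu, and a difference in RNA or library quality was not tested.

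Markers of other tissues near the SHF showed no list-wide difference that passed camera. Foregut and pharyngeal endoderm genes had a median of 0.0092 (adjusted p = 0.860, 0.880 with an estimated correlation). In that list the thyroid transcription factor gene Pax8 was called higher by DESeq2 (0.62 ± 0.11), though in none of the 3 fits without 1 library that tested it (not without WT 2), and Trh (-0.43 ± 0.097) and Foxa1 (-0.0048 ± 0.11) were not called. Endothelial and endocardial genes had a median of 0.11 (0.0914 and 0.504), with Kdr at 0.21 ± 0.065 and Cdh5 at 0.0037 ± 0.065. Surface ectoderm genes had 0.15 (0.750 and 0.880), with Wnt6 at -0.21 ± 0.13 and Tfap2c at 0.18 ± 0.17. Somite and presomitic mesoderm genes had 0.25 (0.125 and 0.582), with Dll1 at 0.49 ± 0.095 and Meox1 at -0.088 ± 0.15, and this list passed as higher without WT 1 (0.00372). Adjusted over the list alone with limma, 1 foregut gene passed as higher and 1 as lower, 1 somite gene as higher, and 0 surface ectoderm or endothelial genes.

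Embryonic blood and sex-linked genes differed between libraries of the same genotype. The embryonic globin gene Hbb-bh1 had 272 normalised counts in WT 1, 8973 in WT 2, 1272 in Hoxb1Mu 1 and 414 in Hoxb1Mu 2, and Hba-x ranked the libraries in the same order. The 12 red blood cell genes had a median of -0.47 (camera adjusted p = 0.689, 0.880 with an estimated correlation), which was -2.33 without WT 1 (1.92e-05) and 1.23 without WT 2 (0.0985). The Y-linked gene Ddx3y had 2205 normalised counts in Hoxb1Mu 1 and 2.12, 3.85 and 0.943 in WT 1, WT 2 and Hoxb1Mu 2. Xist, transcribed from the inactive X chromosome of females, had 26992 and 32024 in WT, 111 in Hoxb1Mu 1 and 5935 in Hoxb1Mu 2. Such values would be unusual for pools of embryos of both sexes. The 5 sex-linked genes did not pass camera (adjusted p = 0.750, 0.880 with an estimated correlation) with all libraries, and passed as higher without Hoxb1Mu 2 (7.53e-04) and with DESeq2 statistics (0.0120).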

Values the study reported

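The study reported 249 upregulated and 292 downregulated genes in the Hoxb1-deficient embryos.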

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

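Alternatives for the DESeq2 counts were chosen after seeing the data, and all others before. limma called 0 genes under every alternative except robust fitting and fits without 1 library. With robust fitting it called 20 (14 higher, 6 lower), and with DESeq2 in its place 556 genes were called (237 higher, 319 lower). Without 1 library limma called 0 to 884 genes (0 to 203 higher, 0 to 681 lower). DESeq2 called 71 to 589 (36 to 120 higher, 21 to 469 lower) and at an adjusted p under 0.01 238 (116 higher, 122 lower). The authors' deposited adjusted p gives 1045 (446 higher, 599 lower). DESeq2 counts stayed within 1.5 times with a prior on fold changes (554), without a filter on low counts (484) and outside the X and Y chromosomes (532). The fold change of Hoxb1 was -2.09 with robust fitting and with DESeq2, both past the threshold, and -2.23 to -1.95 without 1 library.

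The camera calls of the study's cardiomyocyte, other cardiomyocyte, other epithelial and anterior SHF lists kept their direction under every alternative but were lost with an estimated correlation (adjusted p 0.504, 0.504, 0.504 and 0.595). With fry, which tests a list against no change and not against other genes, these lists did not pass either (adjusted p 0.0694, 0.140, 0.140 and 0.191). For the anterior SHF list the adjusted p without 1 library was 6.85e-04 to 0.0728. Of 28 lists, 19 kept their direction under every alternative. None of those that turned passed camera with all libraries. The posterior SHF list turned with DESeq2 statistics (adjusted p 0.972) and without shared members (0.611), the Hoxb list with DESeq2 (0.811) and edgeR (0.933), and hedgehog targets without shared members (0.726). Foregut genes turned with a mean of at least 50 (0.999) and quantile normalisation (0.857), red blood cell genes with a mean of at least 50 (0.959), and proliferation genes with quantile normalisation (0.842). Lists that turned without 1 library had adjusted p from 0.572 to 0.939 (posterior SHF), 0.693 to 0.951 (Hoxb), 0.493 to 0.939 (retinoic acid), 0.229 to 0.939 (foregut), 0.449 to 0.864 (surface ectoderm), 1.92e-05 to 0.801 (red blood cells) and 0.0899 to 0.981 (p53). The other lists whose side of the threshold changed without 1 library ranged from 5.76e-04 to 0.939 (cardiac progenitor factors), 0.0412 to 0.746 (BMP), 0.00372 to 0.595 (somites), 6.79e-06 to 0.129 (epiblast to tail bud), 0.00570 to 0.855 (immediate early) and 7.53e-04 to 0.855 (sex-linked).

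Of the 117 genes taken by the naming rule and reported here, 96 kept their direction under every alternative that tested them (13 for Nppa and Ddx3y, 14 for Nppb, 15 for the others) and 21 did not. With all libraries, Foxa1, Mdm2 and Ptch1 turned with quantile normalisation (log2 fold change 0.0061, 0.011 and 0.038) and with equal totals (0.020, 0.011 and 0.018). Tbx5 turned with equal totals (0.013) and edgeR (0.0017). Without 1 library the log2 fold changes of the genes that turned ran from -0.028 to 0.30 (Aldh1a2), -0.041 to 0.097 (Axin2), -0.052 to 0.059 (Cdh5), -0.12 to 0.11 (Foxa1), -0.026 to 0.42 (Gli1), -3.52 to 1.85 (Hba-x), -3.63 to 1.41 (Hbb-bh1), -0.16 to 0.10 (Hoxb4), -0.0050 to 0.40 (Isl1), -0.050 to 0.22 (Jun), -0.13 to 0.11 (Mdm2), -0.14 to 0.14 (Mef2c), -0.32 to 0.14 (Meox1), -0.27 to 0.13 (Nkx2-5), -0.071 to 0.17 (Osr1), -0.082 to 0.068 (Ptch1), -0.096 to 0.11 (Sox2), -0.093 to 0.16 (Sox9), -0.16 to 0.14 (Tbx5), -0.048 to 0.40 (Tfap2c) and -0.0086 to 0.14 (Top2a). None of these genes was called with all libraries. No scaling moved the median log2 fold change of all genes by more than 0.025. The causes of these changes were not tested.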

Other observations

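Hypoxia response genes moved both ways, most of them higher in Hoxb1Mu. Pdk1, a kinase that keeps pyruvate out of mitochondria, had 4218 ± 449 normalised counts in WT and 6221 ± 547 in Hoxb1Mu (SD, DESeq2 adjusted p = 2.70e-06), and DESeq2 called it in every fit without 1 library. DESeq2 also called Egln3, an oxygen sensor gene, and the glycolytic genes Pgk1 and Ldha higher, with log2 fold changes of 0.56 ± 0.16, 0.42 ± 0.080 and 0.21 ± 0.066. Of the fits without 1 library, Egln3 was called without Hoxb1Mu 1 and Pgk1 and Ldha without WT 1, while the log2 fold change of Egln3 was 0.34 without Hoxb1Mu 2 and that of Ldha 0.12 without WT 2. The glucose transporter gene Slc2a1 was called lower (-0.20 ± 0.049). Of 10 hypoxia response genes, 9 were higher (median 0.35), and adjusted over the list alone 6 passed as higher and 1 as lower with limma. Camera gave an adjusted p of 0.00483, or 0.504 with an estimated correlation.

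Proliferation genes had a median log2 fold change of -0.0015 over 12 genes (camera adjusted p = 0.860, 0.880 with an estimated correlation), with Mki67 at 0.10 ± 0.049 and Top2a at 0.068 ± 0.059, and none was called. Immediate early and stress genes had 0.11 (0.141 and 0.747), with Jun at 0.087 ± 0.11 and Ier2 at 0.11 ± 0.062, and passed as higher without WT 2 (0.00570). Adjusted over the list alone, 1 of them passed with limma. The p53 and cell death list had -0.096 (0.576 and 0.880), and Mdm2 had -0.014 ± 0.087. Bmf, a pro-apoptotic gene, was called higher by DESeq2 (0.39 ± 0.054, adjusted p = 1.58e-04) and passed adjusted over the list alone with limma, but was called in no DESeq2 fit without 1 library.

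The tests of yolk sac gene spread, of the epithelial correlation against other genes, of cardiomyocyte gene spread, of the epiblast list, of calls shared with the fit without Hoxb1Mu 1, of calls on the sex chromosomes and of the region around Hoxb1 were chosen only after the result was seen. Genes are not independent replicates in any test across genes.

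Yolk sac endoderm and epithelial genes were lower together in Hoxb1Mu. The log2 fold changes of the 18 yolk sac genes had an SD of 0.127 around a median of -1.13, which is consistent with a smaller amount of yolk sac endoderm in the Hoxb1Mu pieces, as no sort removed neighbouring tissue, although foregut endoderm can express some of these genes and Rbp4 is also a retinoic acid gene. Over 25 epithelial genes, the change between genotypes correlated with the change between the 2 Hoxb1Mu libraries (Spearman's rho = 0.746, 95% bootstrap interval 0.455 to 0.917), but rho was also 0.314 over all tested genes outside both lists, 0.688 over 313 of these that DESeq2 called lower, and at a median 0.383 in sets drawn to match in expression (1.86% as high). These changes share the Hoxb1Mu libraries, so a positive correlation can arise without a difference in yolk sac content. Only listed genes were left out of the 313, so other genes of the yolk sac endoderm may remain among them. Their rho therefore cannot show whether the correlation is specific to yolk sac content. Whether that content accounts for part of the epithelial decrease stays open. After subtracting each gene's response on the assumption that yolk sac content alone separates the Hoxb1Mu libraries, a median of -0.17 (-0.20 to -0.12) of the uncorrected -0.25 was left, or -7.17% (-10.6 to -4.14) of -16.0% on the linear scale, so an effect of genotype on the epithelium stays open beside a difference in dissection.

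Cardiomyocyte genes were higher in both Hoxb1Mu libraries. A larger number of cardiomyocytes of unchanged make-up would raise their genes by about the same fold, but the SD of the 30 log2 fold changes was 4.99 times the median SE (0.50 against 0.10). Without the genes the study named for these libraries it was 3.31 times (23 genes), and 2.89 times among 9 sarcomere genes, from 0.22 to 0.77. The highest gene of each set was less precise than the median gene, at 1.41 ± 0.52 of the 23 and 0.77 ± 0.17 of the 9. These ratios can therefore overstate the spread. The spread argues against that explanation as the whole cause where these genes have little expression outside cardiomyocytes, and leaves open cardiomyocytes of another make-up. A later stage of the Hoxb1Mu embryos cannot be told apart from an effect of genotype. The study gives the same range of somite numbers for both genotypes, but no library has a somite number of its own in the labels. The epiblast to tail bud list was lower with a preset correlation (camera adjusted p = 0.00364) and did not pass with an estimated correlation (0.595), which does not decide the question. Whether cardiomyocyte content varied between the Hoxb1Mu libraries as between genotypes cannot be told apart either (rho = 0.0020, -0.426 to 0.451), and earlier differentiation of SHF cells without Hoxb1 stays open and untested.

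The Y-linked and Xist counts differed between libraries within and between genotypes. Without Hoxb1Mu 1, the library with Y-linked reads, DESeq2 called 106% as many genes as with all 4 libraries (589 against 556). The bound set in advance was on this number and not on which genes were called, and 274 of the 556 were among them (76, 53 and 57 without WT 1, WT 2 and Hoxb1Mu 2). Hoxb1Mu 2 alone then stands for its genotype, so effects of that library's sex cannot be told apart from an effect of genotype. Of the located calls, 4.40% (24 of 545) lay on the X or Y chromosome, against 3.61% of tested genes, so the calls were not concentrated there. This share cannot decide on an effect of sex, because genes that follow sex also vary between the Hoxb1Mu libraries and are hard to call. DESeq2 called neither Ddx3y nor Xist (adjusted p = 0.0567 and 0.400). Effects of sex on single genes, on these chromosomes or elsewhere, stay open and were not tested.

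Leaving out Hoxb1 itself, within 10 Mb on either side of it on chromosome 11 DESeq2 called 20 of 232 genes (8.62%, among them Ngfr and Rsad1), against 524 of 11248 elsewhere (4.66%, odds ratio 1.93, 2-sided Fisher's exact test p = 0.0111). The cause of this difference was not tested. For Ngfr and Rsad1, an effect of losing Hoxb1 cannot be told apart from an effect of lying near the mutated gene.

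With limma, 0 genes were called higher and 0 lower at an adjusted p under 0.05 (2935 at an unadjusted p under 0.05), where DESeq2 called 237 and 319 and edgeR 0. The limma counts are lower than the values quoted from the study above. In the authors' deposited table, 248 genes were higher and 292 lower at an adjusted p under 0.01, and 446 and 599 at 0.05. The quoted counts therefore nearly match those at 0.01 and not those at 0.05. The methods of the study name an adjusted p under 0.05, so the threshold used is not certain. At an adjusted p under 0.01, DESeq2 on the recovered reads called 116 higher and 122 lower.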
